# High-Content Genome-Wide RNAi Screen Reveals *CCR3* as a Key Mediator of Neuronal Cell Death

**DOI:** 10.1523/ENEURO.0185-16.2016

**Published:** 2016-10-24

**Authors:** Jianmin Zhang, Huaishan Wang, Omar Sherbini, Emily Ling-lin Pai, Sung-Ung Kang, Ji-Sun Kwon, Jia Yang, Wei He, Hong Wang, Stephen M. Eacker, Zhikai Chi, Xiaobo Mao, Jinchong Xu, Haisong Jiang, Shaida A. Andrabi, Ted M. Dawson, Valina L. Dawson

**Keywords:** excitotoxicity, ischemia, library screen, stroke

## Abstract

Neuronal loss caused by ischemic injury, trauma, or disease can lead to devastating consequences for the individual. With the goal of limiting neuronal loss, a number of cell death pathways have been studied, but there may be additional contributors to neuronal death that are yet unknown. To identify previously unknown cell death mediators, we performed a high-content genome-wide screening of short, interfering RNA (siRNA) with an siRNA library in murine neural stem cells after exposure to *N*-methyl-*N*-nitroso-*N*′-nitroguanidine (MNNG), which leads to DNA damage and cell death. Eighty genes were identified as key mediators for cell death. Among them, 14 are known cell death mediators and 66 have not previously been linked to cell death pathways. Using an integrated approach with functional and bioinformatics analysis, we provide possible molecular networks, interconnected pathways, and/or protein complexes that may participate in cell death. Of the 66 genes, we selected *CCR3* for further evaluation and found that CCR3 is a mediator of neuronal injury. CCR3 inhibition or deletion protects murine cortical cultures from oxygen-glucose deprivation–induced cell death, and *CCR3* deletion in mice provides protection from ischemia in vivo. Taken together, our findings suggest that CCR3 is a previously unknown mediator of cell death. Future identification of the neural cell death network in which CCR3 participates will enhance our understanding of the molecular mechanisms of neural cell death.

## Significance Statement

A high-content siRNA genome-wide screen identified 80 mediators of cell death in neural stem cells in response to DNA damage injury. These cell death mediators possibly form a molecular network containing several partially overlapping and interconnected pathways or protein complexes. Through *in vitro* and *in vivo* experiments, we confirmed that one of the identified molecules, CCR3, is a mediator of neuronal cell death. Further investigation of the mechanisms of CCR3 action in neuronal injury is warranted. Additionally, the other 65 genes may provide new opportunities to understand and prevent neuronal cell death.

## Introduction

Neuronal cell death plays an important role in the proper development of the immature nervous system, but in the adult, neuronal cell death underpins neuronal dysfunction caused by disease, trauma, or ischemic injury. Although neuronal cell death in the context of nervous system development is prominently triggered by the absence of cell survival factors and induction of apoptosis, death of mature neurons in the context of neurological disease is induced through the activation of a variety of cell death mediators and their signaling networks (Becker and Bonni, 2004). Although many genetic screens are conducted in smaller organisms such as *Drosophila* or *Caenorhabditis elegans*, recently RNA-mediated interference (RNAi) loss-of-function experiments have been applied to genome-wide screens in mammalian cells to identify genes that are required for a wide variety of specific phenotypes (Kittler et al., 2004; Paddison et al., 2004; Moffat et al., 2006; Hitomi et al., 2008). Because DNA damage is a contributing factor in neuronal cell death after stroke or in neurodegenerative diseases, to identify currently unknown mediators of cell death, we performed a genome-wide RNAi screen in neural stem cells after exposure to the DNA alkylating agent, *N*-methyl-*N*-nitroso-*N*′-nitroguanidine (MNNG). MNNG promotes nicks and breaks and is known to activate the enzymatic activity of poly(ADP-ribose) polymerase, resulting in a more necrotic-like rather than apoptotic cell death which has been designated parthanatos. (D’Amours et al., 1999; Zong et al., 2004).

In this study, we performed a genome-wide screen using the mouse GeneNet Mouse 40K FIV lentiviral small, interfering RNA (siRNA) library. We identified 80 key mediators for DNA damage-induced neural cell death. Among these 80 genes, 66 have not been previously been linked to DNA damage response pathways or cell death cascades. After functional analysis and bioinformatics analysis of the gene set, we selected the C-C chemokine receptor 3 (*CCR3*) for further characterization. CCR3 is a seven-transmembrane G protein–linked receptor that has been extensively studied in the setting of inflammation and allergic reaction in peripheral tissues (Willems and Ijzerman, 2010). In addition to expression in bone marrow–derived cells including basophils, eosinophils, and microglia, CCR3 is expressed in astrocytes and neurons in both the developing and adult brain (van der Meer et al., 2000). Through loss-of-function experiments, we confirm that CCR3 functions in cell death signaling in cortical cultures exposed to oxygen-glucose deprivation (OGD) and contributes to ischemic brain injury *in vivo*. Understanding how CCR3 contributes to neuronal loss and further investigation into the potential neuroprotective actions of CCR3 inhibition may reveal new therapeutic opportunities for treatment of ischemic injury or neurodegenerative diseases.

## Methods

### Cell culture and lentiviral siRNA infection

Mouse neural stem cells were cultured and infected with mouse 40K genome-wide lentiviral siRNA provided by System Biosciences (Palo Alto, CA) according to the manufacturer’s manual. Briefly, mouse neural stem cells (ANSO4E) were plated in twelve 10-cm plates at a density of about 5 × 10^5^ cells per plate 24 h before viral infection. On the second day, 1 × 10^7^ infection units of mouse 40K genome-wide lentivirus siRNA was thawed and diluted in 30 ml complete neural cell culture medium (20 ng/ml basic fibroblast growth factor, 20 ng/ml epidermal growth factor in Dulbecco’s modified Eagle’s medium/F-12 medium) with 5 μg/ml polybrene. Ten plates of cultured mouse neural cells were infected with 3-ml viral dilutions (ratio of virus and cell of about 1:5). For the mock transduction control, 3 ml Dulbecco’s modified Eagle’s medium with polybrene was added. All cells were incubated at 37°C with 5% CO_2_. For each plate, the culture medium was removed and replaced with 10 ml fresh complete medium (without polybrene) 12 h after infection. At d 4, the cells were split 1:3 and returned to culture for another 24 h. On d 5 (72 h after transduction), neural stem cells were treated with 500 μm MNNG for 15 min, washed two times with medium, and incubated at 37°C with 5% CO_2_ for 3 d. The dead cells were removed by changing the medium every 3 d, and the surviving cells were grown and treated with 500 μm MNNG for secondary selection. The surviving cells were harvested after growing to 10 million cells.

### Recovery of siRNA inserts

When integrated into genomic DNA, the pFIV constructs produced an alternative transcript from that of a fusion of the marker genes (copGFP or Puro) with the siRNA sequence. This alternative transcript was used as a template to amplify the siRNA insert. Recovery of siRNA inserts was performed according to the manufacturer’s instructions. Briefly, total RNA of surviving cells or reference control cells was isolated with TRIzol Reagent (Invitrogen, San Diego, CA) and purified further with RNeasy minicolumns (Qiagen, Valencia, CA). For each sample, 10 μg total RNA in 15 μl RNA-free water was used for cDNA synthesis as recommended by the manufacturer. The primer sequence for reverse transcription was TGCATGTCGCTATGTGTTCTGGGA. Amplification of the inserts from synthesized cDNA required two rounds of PCR. The primers for the first round of PCR were forward, 5′-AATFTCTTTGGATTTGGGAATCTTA-3′, and reverse, 5′-AAAAGGGTGGACTGGGATGAGT-3′. During the second round of PCR with two nested primers (nested forward primer 5′-Bio-ATCGTCAATCACCTTCCTGTCAGA-3′ and nested reverse primer 5′-AATAGAAAGAATGCTTATGGACGCTA-3′), the amplified siRNA targets were labeled with biotin. Biotinylated siRNA targets (15 μg) were hybridized with Affymetrix GeneChip Mouse Genome 430 2.0 Array (#900495; Affymetrix, Santa Clara, CA) to identify surviving cell-associated siRNAs using the manufacturer’s protocols and recommended reagents.

### Individual siRNA knockdown and OGD

Lentiviral siRNA vectors for 17 genes were obtained from Invitrogen, and lentiviruses were individually prepared as described previously (Wang et al., 2011). Primary cultured mouse cortical neurons were cultured and infected with lentiviral siRNAs at 7 days *in vitro*. Lentiviral siRNAs for DsRed were used as control. Seven days after infection, neurons were treated with lethal OGD (90 min) to induce neural cell death. Twenty-four hours after OGD treatment, cell viability was determined by staining with Hoechst 33342 and propidium iodide. Images were captured by charge-coupled device camera under Axiovert 200M fluorescence microscope, and dead and viable cells were counted by a blinded observer using unbiased computer-assisted cell counting software (Axiovision 4.3; Zeiss, Oberkochen, Germany). Cell death rate was determined as the ratio of dead cells to total cells. Three separate individual experiments were performed using three separate wells.

### Middle cerebral artery occlusion

CCR3^–/+^ mice were crossed to generate CCR3^–/–^ mice and wild-type (WT; CCR3^+/+^) mice in the same litters to ensure the same genetic background. We used only the males for middle cerebral artery occlusion (MCAO) to avoid the possibility of sex-specific sensitivity to cell death. Thirteen male CCR3 KO mice and nine WT littermates were subjected to MCAO as described previously (Andrabi et al., 2011). In brief, mice were anesthetized with 1.5–2% isoflurane and maintained at normothermic temperature. Occlusion was performed by placing a monofilament to the base of the middle cerebral artery. The whole MCAO procedure was monitored by laser-Doppler flowmetry with a probe placed on thinned skull over the lateral parietal cortex. After 60 min of occlusion, the filament was removed and the reperfusion was verified. Twenty-four hours later, animal brains were coronally sectioned into five 2-mm-thick sections in a mouse brain matrix and stained in 2% 2,3,5-triphenyltetrazolium chloride solution before fixation in 10% formalin overnight. The infarction area was imaged with a digital camera and analyzed using ImageJ (National Institutes of Health, Bethesda, MD) by an operator blinded to genotype. The infarction volume was calculated by summing the infarct volumes of sections. Infarct size was calculated and expressed as a percentage by using the following formula: (contralateral volume – ipsilateral undamaged volume) × 100/contralateral volume, to eliminate effects of edema as described previously (Kishimoto et al., 2010). The investigator performing the surgery and analyzing infarct size was unaware of the genotype of the mouse.

### Assessment of neurobehavioral activity

Spontaneous motor activities of mice were recorded for 5 min in an animal cage at 24 h, 3 d, and 7 d after MCAO as described previously (Andrabi et al., 2011). Briefly, neurological deficits were assessed on a scale of 0–4 (0, no neurological deficit; 4, severe neurological deficit) according to the criteria: 0 = normal, the mice explored the cage environment and moved around in the cage freely; 1 = the mice could hesitantly move in the cage but did not approach all sides of the cage; 2 = the mice showed postural and movement abnormalities and had difficulty approaching all walls of the cage; 3 = the mice with postural abnormalities tried to move in the cage but did not approach one wall of the cage, and 4 = mice were unable to move in the cage and stayed at the center. The observer was blinded to the genotypes of the animals.

### Data analysis

The software provided with the library on the Data Analysis Program and Gene List was used to analyze the hybridization data and create a report file in a format compatible with common spreadsheets (Excel and .txt file), and further analysis was performed in R. The file lists the intensities of signal, which correspond to the abundance level for each of the specific siRNA species in the library. The data for basic bioinformatics was analyzed with Gene Set Enrichment Analysis (GSEA) and the Eukaryotic Subcellular Localization Database coupled with R. Analysis for gene networks and pathways was performed with Cytoscape v3.3.0 software with GeneMANIA (http://www.genemania.org) plugin according to the instruction manual.

### Statistical analysis

All experiments were repeated at least three times, and quantitative data are presented as the mean ± SEM as calculated by GraphPad Prism6 software (Instat; GraphPad, San Diego, CA). Statistical significance was assessed by one-way ANOVA. Significant differences were identified by post hoc analysis using the Tukey–Kramer post hoc method for multiple comparisons. Assessments were considered significant with *p* < 0.05 and nonsignificant with *p* > 0.05.

## Results

### Genome-wide screen of mediators for DNA damage–induced neural cell death

Mouse adult neural stem cells were transduced with the mouse 40K genome-wide FIV lentiviral siRNA library from System Biosciences (Fig. 1*A*). This lentiviral siRNA library contains 150,000 siRNA sequences that target 39,000 mouse mRNA transcripts with at least four different siRNA sequences for each target mRNA. 

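Library inserts from the reference control and from the cells that survived MNNG were each read on 1 Affymetrix GeneChip mouse genome array. The paper states that experiments were repeated and that the array data went through ANOVA, but 1 array per condition was analysed here, so the differences given have no replicate check and carry no p-value. ANSO4E is a mouse neural stem cell line, and MNNG is an alkylating agent that methylates DNA. Both cultures received the library at a multiplicity of infection of 0.2, and the survivors had gone through 2 treatments with 500 µM MNNG, with 15 min given for the exposure. The array was designed for mouse transcripts, and each probe set is a group of short probes. A probe set may match more than 1 gene, and 932 carried several gene symbols. A labeled insert is read through the probes that its siRNA sequence matches. A signal is therefore taken here as the abundance of inserts against a gene and not as the expression of that gene. How well a probe set reads an insert that matches few of its probes was not tested. Transcripts that are abundant in most cells gave signals near those of other genes. The median of 26 such genes lay above 66.2% of all genes on the reference control array, with 12 higher, 9 lower and 5 equal in the survivors. The 9 probe sets for mouse actin, Gapdh and 18S RNA lay between 0.16 and 1.96 on the log2 scale on the same array. For the starting material, the paper gives 10 µg of total RNA copied into cDNA, nested PCR with a biotinylated primer, and 15 µg of product per array. The sample labels name genomic DNA instead, with biotin added by PCR, and also give a protocol for amplifying total RNA by in vitro transcription. The deposited values are log2 signals per probe set, for which the submitters' processing notes name RMA (robust multiarray averaging), a method that corrects background, normalizes probes by quantiles and summarizes the probes of a set. The paper names the library supplier's program, quantile normalization and R. Affymetrix control probe sets (64) were set aside, which left 45037 probe sets. Of these, 34945 carried 1 gene symbol, 932 carried several and 9160 carried none. Each gene with its own symbol was taken at its probe set of highest mean log2 signal over both arrays, which gave 18193 genes, and differences are survivors minus reference control. Of 145 genes with several probe sets among those of Table 1, those read from the figures and the largest members of each list, 83 had differences of both signs over their probe sets. Gene lists were set against 10000 random lists of the same size and mean signal, as a description of these 2 arrays only. Directions are given on the scale as deposited, and centering the arrays on their hybridization controls lowers every difference by 2.77.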

We used a multiplicity of infection of ∼0.2 to ensure that each cell received a single lentiviral-encoded siRNA. The cell cultures were exposed to 500 μm MNNG treatment for 15 min, which in nontransduced cultures results in 100% lethality 24 h after exposure (data not shown). In FIV lentiviral siRNA–infected cultures, surviving neural stem cells were grown and expanded and subjected to a second treatment with MNNG (Fig. 1*A*). Surviving neural stem cells were grown and expanded, followed by extraction of mRNA. The siRNA templates were recovered by PCR using primers that recognize common sequences within the siRNA templates. A second PCR using nested primers with a biotin residue at the 5′ end and another containing a 5′-phosphate group were used to identify the siRNA inserts by hybridizing to the GeneChip Mouse Genome 430 2.0 Array (Fig. 1*B*,*C*; Huaux et al., 2005). After hybridization, the image of the processed chip was scanned, and data were subjected to quantile normalization and ANOVA. We selected 80 genes with signal intensities of more than 1000 and log2 ratios between surviving cells and reference controls (neural stem cells transduced with the library but not treated with MNNG) of more than 2.5 (**Table 1**). Of these 80 genes, 14 (17.5%) are known mediators of cell death, whereas the others have not been previously linked to DNA damage–induced cell death or other cell death pathways.

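On the deposited arrays, 4 probe sets exceeded both a signal of 1000 in the surviving cells and a log2 ratio of 2.5. Tspyl3, a member of the TSPY-like family, had a log2 signal of 6.45 in the reference control and 11.18 in the survivors, a difference of 4.73. E2f5, a transcription factor of the E2F family that regulates the cell cycle, had 6.56 and 10.58, a difference of 4.02. Ptpn2, a tyrosine phosphatase that restrains JAK and STAT signaling, had 8.04 and 10.79, a difference of 2.75. A probe set with no gene name in the annotation used had 7.79 and 10.69, a difference of 2.90. Tspyl3 and E2f5 are among the genes of Table 1. In the opposite direction, 2 probe sets had a control signal above 1000 and a log2 ratio below -2.5. H2az1, which encodes a histone H2A variant, had 12.07 in the reference control and 0.18 in the survivors, and a probe set with no gene name had 10.52 and 1.26.

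The 80 rows of Table 1 hold 76 GenBank accessions, of which 65 were matched to probe sets by accession, 8 through the gene symbol and 3 not at all. Of the 73 that were measured, 44 were higher in the survivors, 16 were lower and 13 were equal, and the median log2 difference was 0.25 (95% bootstrap interval across genes, 0 to 0.48). This median lay at percentile 99.3 of the random lists. The list was chosen by the authors on these samples, so its direction is not independent evidence. Differences of over 1 were found for 10 of the 73, all of them higher in the survivors. C2ORF77, named Ccdc173 in the annotation, had 4.44 and 8.28, a difference of 3.84 that was not shared by the other probe set of its accession (0.41 and 0.93), and its 4 probe sets ran from -0.43 to 3.84. Sfrs8 (now Sfswap), a splicing regulator, had 0.70 and 2.62 at 1 of 6 probe sets with differences from -0.39 to 1.92, and Fgf23, a hormone that controls phosphate, had 0.47 and 2.18. At any signal level, 70 probe sets had a log2 ratio above 2.5, and 4 of them belonged to the 92 probe sets of Table 1, where chance would give 0.143. Across the 73 accessions, the Spearman correlation between the ratios of Table 1 and the deposited log2 differences was -0.17 (Pearson -0.13), and genes are not independent replicates.

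The remaining probe sets of the named genes differed from those past the thresholds, with log2 differences of -0.43 and 0.08 for E2f5, 0.00 for Tspyl3, between -0.92 and -0.39 for Ptpn2 and -0.48 for H2az1, whose other probe set had 0.97 and 0.49. The 18 hybridization controls, bacterial and phage sequences added in fixed amounts, were all higher on the MNNG array, and centering the arrays on them left 0 probe sets past the thresholds. Other scalings did not lower the count of genes. As deposited and after quantile normalization 3 genes were past the thresholds, and after loess 14 were. From the signals and ratios above the thresholds, the paper selected the genes of Table 1 as required for DNA damage–induced neural cell death.

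**Figure D1:**
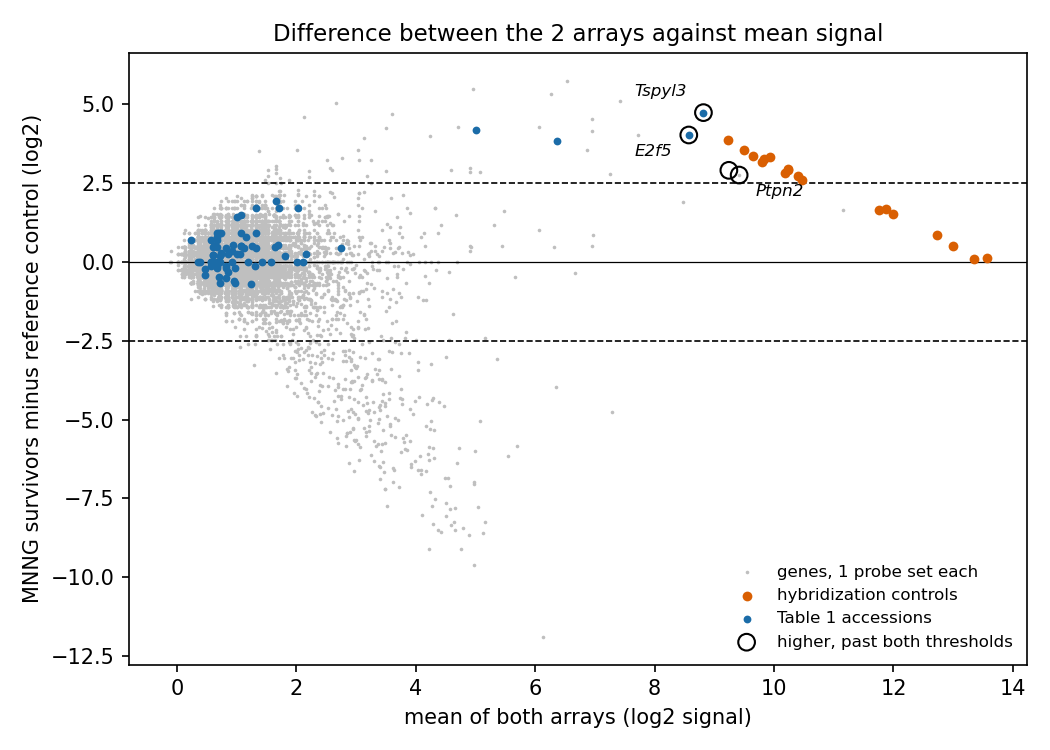
Log2 difference between the surviving cells and the reference control (vertical axis) against the mean log2 signal of both arrays (horizontal axis). Grey points are genes at 1 probe set each, blue points the measured accessions of Table 1, orange points the 18 hybridization controls and open circles the 4 probe sets past both thresholds, and dashed lines mark log2 differences of 2.5 and -2.5; most Table 1 accessions lie at low signal near a difference of 0.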

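At the probe sets matched to Table 1, 6 of the 14 genes listed under cell death were higher in the surviving cells, 3 were lower and 5 were equal on the deposited arrays. At these probe sets none differed by over 1 on the log2 scale, and the median difference was 0.00, but other probe sets of the same genes ran further, up to 1.92 for Ncoa1 and down to -5.78 for Vamp3. Capn2, a calcium-activated protease, had a log2 signal of 0.87 in the reference control and 1.79 in the survivors, a difference of 0.92. Fasl, the ligand of the death receptor Fas, had 0.23 and 0.92, a difference of 0.68, and the same value on both arrays at the other probe set of its accession. Abce1 and Ifi202b had differences of 0.23 and 0.25. Stat3, a transcription factor of cytokine signaling, had 0.95 and 0.45, a difference of -0.49, the lowest of its 4 probe sets, of which the highest was 0.49. The probe set of the accession listed for VAMP3 is annotated as Gm38529 and had a difference of -0.71. Dedd, Gas6 and Ncoa1 had the same value on both arrays at their Table 1 probe sets.

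Lists of cell death genes fixed in advance, which include the Table 1 genes Dedd, Fasl and Capn2, did not stand apart from random lists of similar signal. Of 21 genes of intrinsic apoptosis, 12 were higher and 7 lower, with a median log2 difference of 0.18 at percentile 84.1. Among them, the protease Htra2 had 2.25 and 3.95, a difference of 1.70 beside -0.32 at its other probe set, and Cycs, cytochrome c, had 5.31 and 1.02, a difference of -4.29, the lowest of its 4 probe sets, of which the highest was 0.29. Of 23 genes of death receptors, caspases and necroptosis, 9 were higher and 10 lower, with a median of 0.00 at percentile 44.9. Cflar, which blocks caspase-8, had a difference of -1.44, the lowest of 5 probe sets that ran up to 0.33, Dedd2 had one of 1.18, and Dedd at its probe set of highest mean had 1.83 and 0.82. Of 15 genes of poly(ADP-ribose) metabolism and parthanatos, 6 were higher and 6 lower, with a median of 0.00 at percentile 48.9. Parp3 had 7.09 in the reference control and -0.11 in the survivors, but the differences of its 3 probe sets ran from -7.21 to 0.70. Ppif, the cyclophilin of the mitochondrial permeability transition, had 2.74 and 0.57, a difference of -2.17, and Parg, which degrades poly(ADP-ribose), had 0.30 and 1.42. Of 24 genes of p53 and DNA damage checkpoints, 7 were higher and 10 lower, with a median of 0.00 at percentile 38.6. Rad17, a checkpoint clamp loader, had 0.62 and 2.71, a difference of 2.09, and Trp53bp1 had 2.63 and 1.07, with 6 probe sets from -1.56 to 0.48. Of 14 calpain genes and their inhibitor, 8 were higher and 3 lower, with a median of 0.23 at percentile 85.8. Capn10 had a difference of 1.31, at 0.89 in the reference control and 2.19 in the survivors, and -0.32 at its other probe set. With the probe set of lowest mean taken for each gene, the poly(ADP-ribose) list lay at percentile 0.045, with a median of -0.39.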

**Figure 1.**
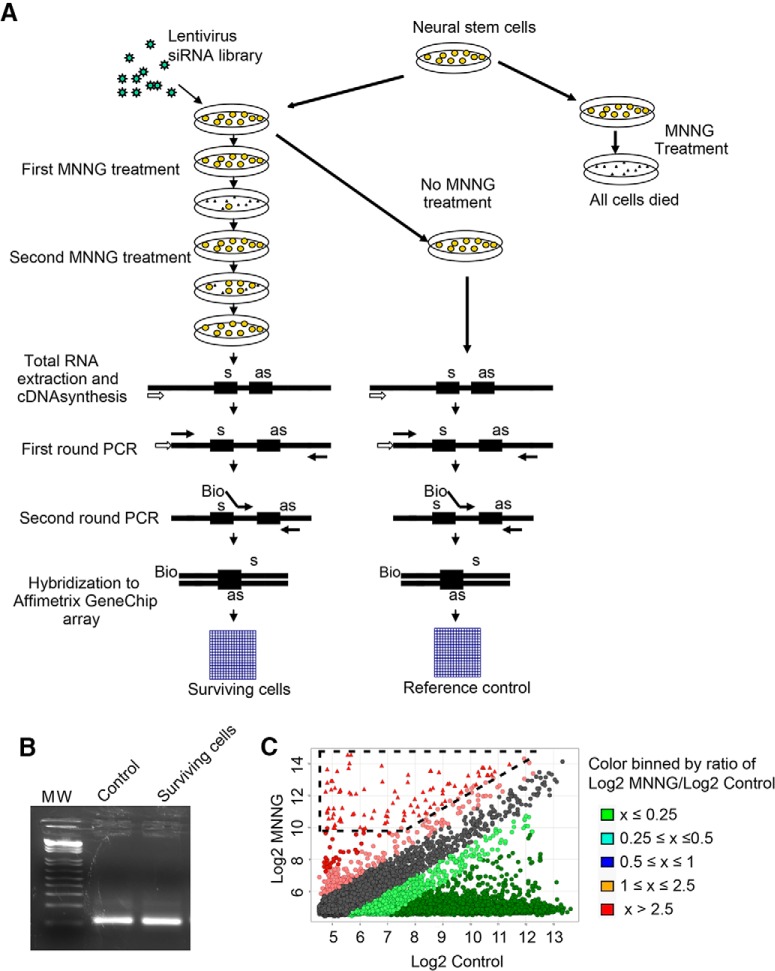
siRNA screening for genes required for DNA damage–induced neural cell death. ***A***, Schematic diagram of lentiviral siRNA library screening. ***B***, Fragments of siRNA inserts were amplified from lentivirus-infected, MNNG-treated surviving neural stem cells and reference control cells (lentivirus infection but no MNNG treatment) by two rounds PCR. ***C***, Scatterplot analysis of siRNA inserts enriched in neural stem cells treated by MNNG.

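Most probe sets lay at a low, common level on both arrays. The median log2 signal was 0.69 in the reference control and 0.74 in the surviving cells, and the middle of the distribution ran from 0.43 to 1.02 and from 0.51 to 1.07 (25th to 75th percentile). The arrays differed in their bright probe sets. In the reference control 301 probe sets had a log2 signal above 5, against 58 in the survivors, and 23 were above it on both arrays. Of the 301, 269 lay below 3 in the survivors. The balance depended on the scaling: 272 probe sets fell by more than 2.5 from above 5 and 33 rose by as much to above 5 as deposited, against 130 and 102 after quantile normalization, 208 and 74 after loess, and 515 and 3 after centering on the hybridization controls. Over all levels, 453 probe sets were lower in the survivors by more than 2.5 and 70 were higher by as much. A signal of 1000 was exceeded by 3 probe sets in the reference control and 5 in the survivors. The 100 brightest probe sets held 26.7% of the summed linear signal in the reference control and 21.3% in the survivors.

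With each gene at 1 probe set, 201 of 18193 genes (1.10%) had a log2 signal above 5 in the reference control. Of all genes, 314 (1.73%) were lower in the survivors by more than 2.5 and 46 were higher by as much. Of 31 proteasome subunits, 11 were higher and 14 lower in the survivors, with a median of 0.00 at percentile 41.8, and 4 were lower by more than 2.5 and 0 higher by as much. These were Psma5 with 5.54 and 0.54, Psmb7 with 4.00 and 0.49, Psmc4 with 4.05 and 1.01 and Psma6 with 3.07 and 0.47. Of 37 genes of DNA replication, 16 were higher and 14 lower, with a median of 0.00 at percentile 49.8, and 2 were lower by more than 2.5. Cdt1, which licenses replication origins, had 5.39 and 0.57, and the helicase subunit Mcm7 had 5.54 and 0.81. Of 43 ribosomal protein genes, 19 were higher and 19 lower, with a median of 0.00 at percentile 41.5, and 0 were lower by more than 2.5. Rpl37 had 2.86 and 0.50, whereas Rps14 had 2.03 and 4.05. Among the abundant transcripts, whose median of 0.00 lay at percentile 47.1, Tmsb10 had 6.87 and 0.35, and Eef2, a translation elongation factor, had 4.17 and 0.14. Over all probe sets of these genes the differences ran up to 0.91 for Cdt1, 0.78 for Tmsb10, -0.25 for Psma5 and Psmc4, -0.68 for Psma6, -0.19 for Mcm7 and -0.14 for Eef2, while the other probe set of Rps14 was equal on both arrays. Among bright probe sets that were lower in the survivors by more than 2.5, 195 had another probe set of the same gene. For 43 of them, another bright probe set of that gene had the same loss. In 100 permutations of gene names within bins of mean signal, this number was 7.53 on average and 16 at most. As 272 of all 301 bright probe sets fell by this much, the excess may reflect shared brightness on the reference control. Sequence shared between probe sets of a gene was not tested. No such sharing within a gene was found for the rises. Of 23 probe sets that rose by as much to above 5 and whose gene had another, 0 had another also rising. The permutations covered the losses only. Across probe sets, the Spearman correlation between the arrays was 0.33 and the Pearson correlation 0.38, and 8737 probe sets had the same value on both.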

**Table 1.** Identified genes required for DNA damage–induced neural cell death

Category and gene symbol	Full gene name	GenBank accession no.	Control	MNNG	Log2 ratio
Cell death					
*Dedd*	Death effector domain-containing	AK006814	937	9842	3.39
*Eif2ak2*	Eukaryotic translation initiation factor 2 alpha kinase 2	BE911144	3	7879	11.35
*Fasl*	Fas ligand (TNF superfamily, member 6)	NM_010177	304	3395	3.48
*Trim39*	Tripartite motif-containing 39	NM_024468	480	4511	3.23
*CCR3*	Chemokine (C-C motif) receptor 3	NM_009914	770	4474	2.54
*NME1*	Non-metastatic cells 1, protein (NM23A) expressed in	AV156640	94	1710	4.19
*GAS6*	Growth arrest-specific 6	NM_019521	4	7793	10.93
*VAMP3*	Vesicle-associated membrane protein 3	BE994144	578	7037	3.61
*NCOA1*	Nuclear receptor coactivator 1	BE996469	1242	9787	2.98
*IFI202B*	Interferon activated gene 202B	AV229143	343	12,047	5.13
*STAT3*	Signal transducer and activator of transcription 3	AK004083	907	5156	2.51
*ABCE1*	ATP-binding cassette, sub-family E, member 1	BG063303	344	2480	2.85
*CAPN2*	Calpain 2, (m/II) large subunit	NM_009794	1625	13,981	3.10
*Map3k12*	Mitogen activated protein kinase kinase kinase 12	BB370469	1	1069	9.92
Signal transduction					
*Sgsm1*	Small G protein signaling modulator 1	AK010756	11	5037	8.84
*Grm7*	Glutamate receptor, metabotropic 7	BB539404	21	4723	7.81
*V1ra5*	Vomeronasal 1 receptor, A5	NM_053220	225	3542	3.98
*Tbc1d8b*	TBC1 domain family, member 8B	AK014817	1841	11,784	2.68
*Fgf23*	Fibroblast growth factor 23	AF263536	1344	14,077	3.39
Regulation of transcription					
*Pcgf6*	Polycomb group ring finger 6	BC016195	100	1650	4.04
*Bnc1*	Basonuclin 1	U88064	200	2708	3.76
*Zbtb46*	Zinc finger and BTB domain containing 46	AK016700	91	1220	3.74
*Med30*	Mediator complex subunit 30	NM_027212	312	1818	2.54
*E2f5*	E2F transcription factor 5	BC003220	243	2547	3.39
*Myt1*	Myelin transcription factor 1	NM_008665	661	6287	3.25
1300003B13Rik	RIKEN cDNA 1300003B13 gene	AK004870	161	1427	3.15
*Snap91*	Synaptosomal-associated protein 91	BG068132	1	2092	11.3
*Ccnl1*	Cyclin L1	BB543556	1	2347	11.2
Protein kinase activity					
*Stk25*	Serine/threonine kinase 25 (yeast; Stk25)	BG068951	1	1499	10.55
*Gucy2e*	Guanylate cyclase 2e	NM_008192	1211	11,563	3.26
*Tcp10c*	T-complex protein-10 complete	AV257292	784	4904	2.65
*Stk22a*	Serine/threonine kinase 22A	NM_009435	1	1966	10.94
Oxidoreductase activity					
*Mosc2*	MOCO sulfurase C-terminal domain containing 2	NM_133684	11	5283	8.91
*Cyp2c65*	Cytochrome P450, family 2, subfamily c, polypeptide 65	AK008688	283	4801	4.08
Hydrolase activity					
*Fbp2*	Fructose bisphosphatase 2	NM_007994	3	5351	10.80
*Pgam5*	Phosphoglycerate mutase family member 5	BC021317	4	1533	8.58
*Orc4l*	Origin recognition complex, subunit 4-like	BB620704	27	1877	6.12
*Mtm1*	X-linked myotubular myopathy gene 1	NM_019926	1395	13,912	3.32
Ubiquitin-protein ligase activity					
*March1*	Membrane-associated ring finger (C3HC4) 1	AK013582	1	4915	12.26
Transporter					
*Ubl7*	Ubiquitin-like 7 (bone marrow stromal cell-derived)	BC016456	11	1513	7.1
*Sec15l1*	SEC15-like 1 (S. cerevisiae)	BC026859	471	2855	2.6
*Clic5*	Chloride intracellular channel 5	BB028501	25	1805	6.17
*Slc8a1*	Solute carrier family 8, member 1	BM123508	548	6850	3.64
*Clcc1*	Chloride channel CLIC-like 1	BC003247	164	1391	3.08
Protein complex					
*Mrpl17*	Mitochondrial ribosomal protein L17	BB343967	1	12,983	13.66
*Sfrs8*	Splicing factor, arginine/serine-rich 8	BE688816	13	2396	7.53
*Clptm1*	Cleft lip and palate associated transmembrane protein 1	NM_019649	137	3821	4.8
Metabolism					
*Tssk1*	Testis-specific serine kinase 1	NM_009435	1	1966	10.94
*Ndufb2*	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 2	NM_026612	19	24,343	10.32
*Spopl*	Speckle-type POZ protein-like	BM116703	436	11,419	4.71
*Mat2a*	Methionine adenosyltransferase II, alpha	BB488978	1521	9954	2.71
Unknown					
*Tollip*	Toll interacting protein	BB400304	10	1376	7.10
*Zmynd19*	Zinc finger, MYND domain containing 19	NM_026021	217	2020	3.22
*ZNF706*	Zinc finger protein 706	AA165749	184	7385	5.33
*Clec14a*	C-type lectin domain family 14, member a	NM_025809	98	1301	3.73
*Dexi*	Dexamethasone-induced transcript	NM_021428	6	5740	9.9
*Rg9mtd2*	RNA (guanine-9-) methyltransferase domain containing 2	BG063557	30	4464	7.22
*Rutbc2*	RUN and TBC1 domain containing 2	AK010756	11	5037	8.84
4833422M21RIK	RIKEN cDNA 4833422M21 gene	AK014752	36	1017	4.82
4930455J16RIk	RIKEN cDNA 4930455J16 gene	AK015470	43	5455	6.99
A630057N01RIK	RIKEN cDNA A630057N01 gene	BB224397	881	6339	2.85
*AFTPH*	Aftiphilin	BG071681	12	1323	6.78
*ANKRD13C*	Ankyrin repeat domain 13C	AV104707	43	1760	5.36
*AU021889*	Expressed sequence AU021889	BG068079	5	1846	8.53
*C2ORF77*	Chromosome 2 open reading frame 77	BE282424	21	16,878	9.65
*D14Abb1e*	DNA segment, chromosome 14, Abbott 1 expressed	BM209908	58	1537	4.73
*COMMD8*	COMM domain containing 8	AV365904	2687	16,102	2.58
*DLX1AS*	Distal-less homeobox 1, antisense	AI325350	168	1755	3.38
*FAM19A1*	Family with sequence similarity 19, member A1	AW121549	84	7580	6.50
*Thrap6*	Thyroid hormone receptor associated protein 6	NM_027212	312	1818	2.54
*MSL1*	Male-specific lethal 1 homolog	AW495537	8	11,950	10.54
*MTG1*	Mitochondrial GTPase 1 homolog (S. cerevisiae)	BC027306	23	4386	7.58
*Nalp9b*	NACHT, LRR and PYD containing protein 9b	BG068754	6	1147	7.58
*Surf6*	Surfeit gene 6	NM_009298	303	1964	2.70
*TMEM203*	Transmembrane protein 203	BC022606	10	4837	8.92
*TSPYL3*	TSPY-like 3 (pseudogene)	BB308532	384	2908	2.92
*Btbd4*	BTB (POZ) domain containing 4	AK016700	91	1220	3.74
*Tssc1*	Tumor suppressing subtransferable candidate 1	BB082634	165	2032	3.62
*Pax6os1*	Pax6 opposite strand transcript 1	BB255007	5	1008	7.66
*Ttc21b*	Tetratricopeptide repeat domain 21B	AW554401	350	12,119	5.11

### Validation of identified genes as mediators of cell death

Because the goal of this screen was to identify genes that are unknown cell death effectors that could contribute to neuronal cell death, 17 genes were selected from the 80 identified genes for further analysis in primary mouse cortical neurons exposed to OGD experiments (stroke in a dish). Lentiviral siRNAs for these genes were individually prepared and used to infect primary cultured cortical neurons at 7 days *in vitro*. Four genes (*Capn2*, *Dedd*, *FASLG*, and *EIF2AK2*) that have been previously linked to cell death (Zhang and Ghosh, 2002; Scheuner et al., 2006; Lee et al., 2013; de Oliveira et al., 2014) served as positive controls, and an additional 13 genes that have not been previously linked to cell death were selected at random. Confirmation of gene knockdown was confirmed by reverse-transcription (RT)-PCR (Fig. 2*A*). Nontransduced neurons and neurons transduced with lentiviral siRNA directed against DsRed were used as controls. At day 7 after infection, neurons were subjected to 90 min of OGD, leading to 66.7 ± 3.5% (mean ± SEM) cell death in DsRed siRNA-transduced neurons 24 h after reperfusion with normal media (Fig. 2*B*,*C*). Cell death was significantly and substantially decreased in neurons infected by lentiviral siRNAs for the 17 individual genes (Fig. 2*B*,*C*). These data, taken together, suggest that the genome-wide siRNA library screen was effective in the identification of cell death signaling molecules.

**Figure 2.**
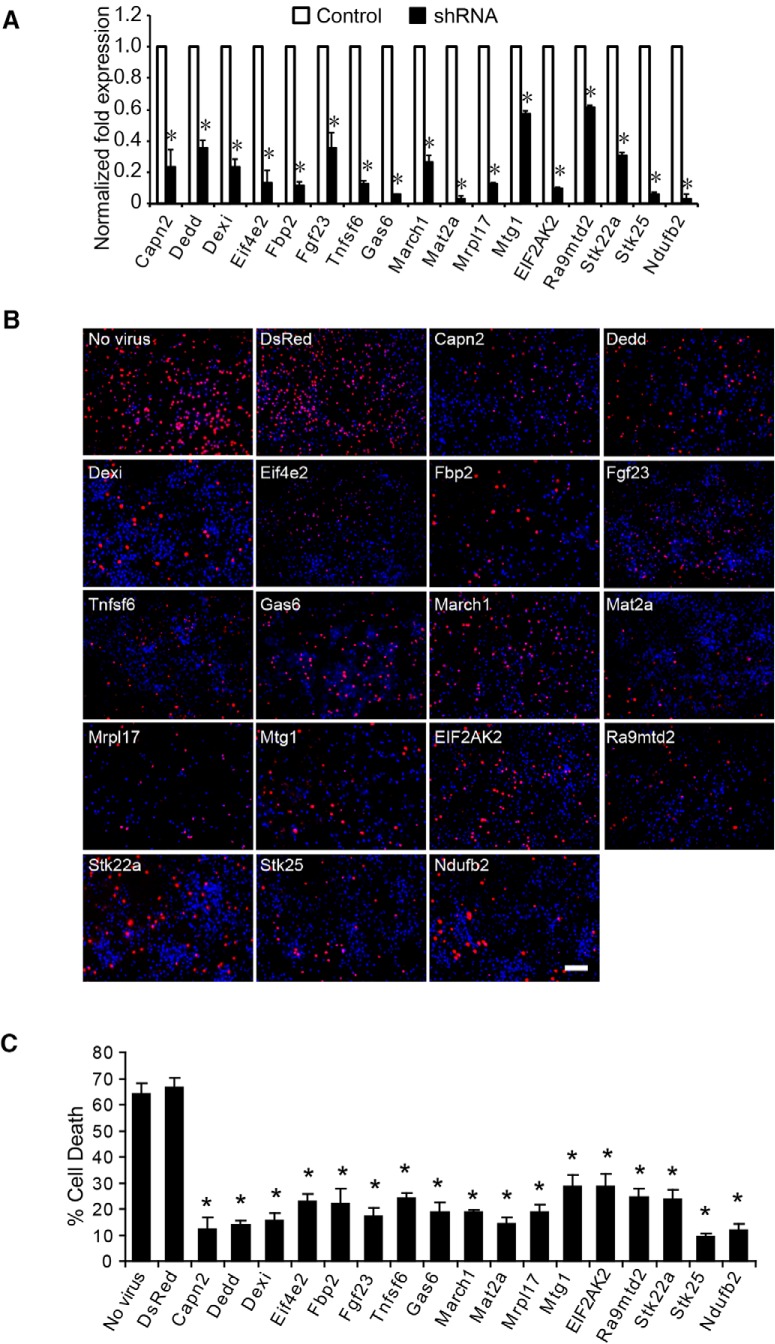
Validation of the siRNA library screening. ***A***, Seventeen genes were randomly selected from the 80 identified in the screen, and expression was knocked down in primary cultured cortical neurons (7 days *in vitro*) by lentiviral siRNAs for the 17 genes. ***B***, Representative images of neurons treated with lethal OGD (90 min) and stained with Hoechst 33342 and propidium iodide (PI). Dead neurons were scored as red cells with condensed or fragmented nuclei. Non-virus-infected neurons were used as viral control, and neurons infected with lentiviral siRNA for DsRed were used as siRNA control. Scale bar =100 µm. ***C***, Quantification of cell death in ***B***. Experiments were performed three times, and data represent the mean ± SEM. Statistical significance from DsRed siRNA control indicated at *p < 0.05; differences between multiple groups were evaluated by one-way ANOVA followed by the Tukey–Kramer post hoc test.

### Biological network analysis of identified genes

To ascertain which biological functions maybe associated with the gene set identified in the genome-wide siRNA screen, we used GSEA (Mootha et al., 2003; Subramanian et al., 2005). Five significant gene ontology (GO) terms from microarray were isolated to the DNA damage network (Fig. 3*A*). Of the core enrichment factors in each GO term identified in the siRNA screen, 37 could be classified into GSEA categories as core enrichment factors, and 71 genes from 80 processed signals into subcellular localization categories (Fig. 3*B*,*C*). The primary categories enriched in GSEA analysis mainly include the negative regulation of catalytic activity, negative regulation of transferase activity, damaged DNA binding, hydrolase activity acting on glycosyl bonds, and negative regulation of mitogen-activated protein kinase (MAPK) activity (Fig. 3*A*). 

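The genes labeled as core enrichment factors in Fig. 3B lay at low signal on both arrays, and most were lower in the surviving cells. Under negative regulation of catalytic activity, 12 of 13 measured genes were lower in the survivors and 1 was equal, with a median log2 difference of -0.32. Under negative regulation of transferase activity, 7 of 7 were lower, with a median of -0.32. Under damaged DNA binding, 2 of 4 were lower and 2 higher, with a median of -0.17. Under hydrolase activity acting on glycosyl bonds, 8 of 8 measured genes were lower, with a median of -0.44. Under negative regulation of MAPK activity, 2 of 2 were lower, with a median of -0.38. These genes were read from a figure and were chosen by the paper on these samples, so they were not set against random lists. With the probe set of highest MNNG value the median under damaged DNA binding turned to 0.09, and the median under negative regulation of transferase activity was -0.07 with the median over a gene's probe sets and 0.00 with the probe set of lowest mean.

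Related lists fixed in advance did not stand apart. Of 15 genes of nucleotide excision repair and damaged DNA binding, 8 were higher in the survivors and 4 lower, with a median of 0.18 at percentile 70.3. Rev1, a translesion polymerase, had a log2 signal of 0.36 in the reference control and 1.37 in the survivors, and Cetn2 had 0.78 and 1.70 at 1 of its 2 probe sets and equal values at the other. Of 20 stress-activated MAP kinase genes, 6 were higher and 10 lower, with a median of -0.07 at percentile 16.9. Map3k7 had 2.51 and 0.57, Atf2 had 2.32 and 0.62, and Map3k5, the kinase ASK1, had 1.07 and 2.37. The direction of each turned with the probe set, with differences from -1.93 to 0.52 over 6 probe sets of Map3k7, from -1.70 to 1.01 over 5 of Atf2 and from -0.14 to 1.31 over 2 of Map3k5. Of 8 mismatch repair genes, 5 were higher and 2 lower, with a median of 0.27 at percentile 88.3, and the ligase Lig1 had 0.59 and 1.28. The gene sets behind the enrichment scores were not used here.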

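Counted once each, the labels of Fig. 3B name 28 genes, of which 25 were measured by a probe set with 1 gene symbol. In the surviving cells 22 of the 25 were lower, 2 were higher and 1 was equal, with differences from -0.92 to 0.18 and a median of -0.39. Over all genes, 38.1% were lower and 43.5% were higher. Alkbh2, which reverses alkylation damage in DNA, had a log2 signal of 1.07 in the reference control and 0.14 in the survivors, a difference of -0.92. Tnnt2, a troponin of heart muscle, had 1.88 and 1.14. Dusp2, a phosphatase that inactivates MAP kinases, had 1.73 and 1.11, and Pak2, a kinase that is cleaved by caspases, had 1.76 and 1.08. Apex1, the main endonuclease at abasic sites, had 1.57 and 0.95, a difference of -0.62, and Xpa, which recognizes damage in nucleotide excision repair, had 1.12 and 0.60. Fen1 and Ercc4, both nucleases of DNA repair, had 0.89 and 1.07. Gnai3 had the same value on both arrays. The count depends on the probe set taken for a gene: with the probe set of lowest mean, 14 of the 25 were lower and 6 higher, with a median of -0.14. Among the genes named, Tnnt2, Pak2, Apex1, Fen1 and Ercc4 had differences of both signs over their probe sets.

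**Figure D2:**
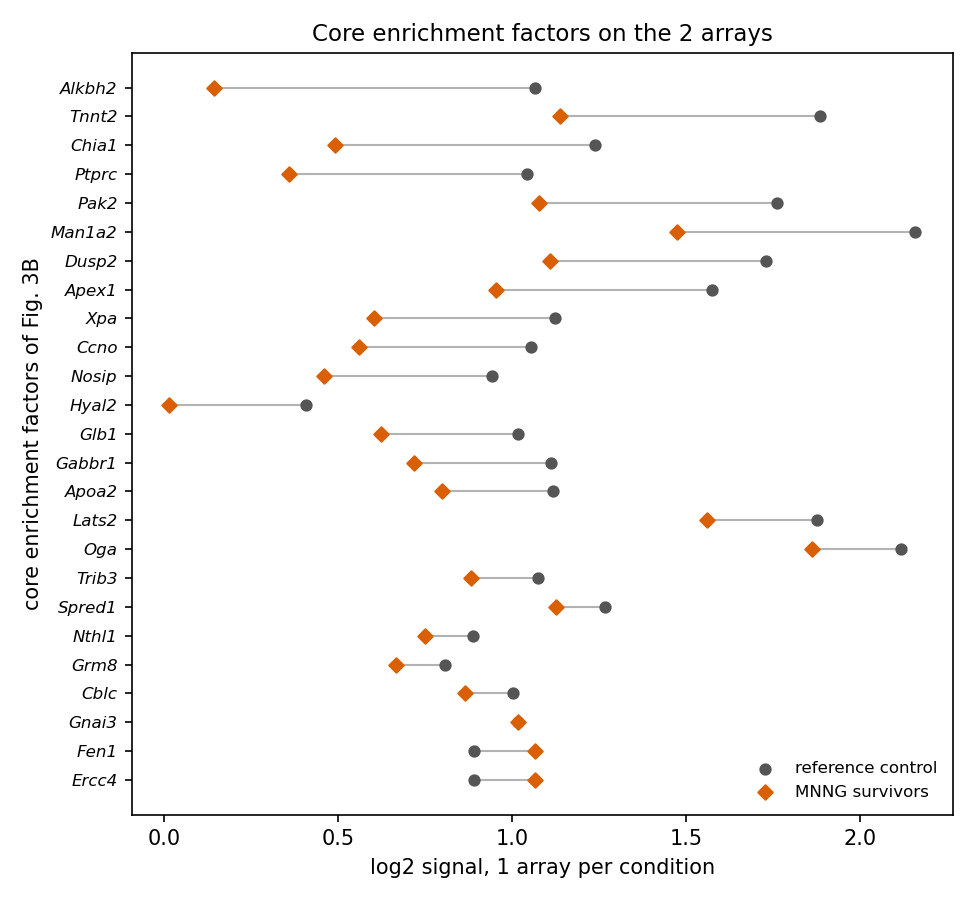
Log2 signals of the 25 measured core enrichment factors of Fig. 3B on the reference control array (grey circles) and the MNNG survivor array (orange diamonds), 1 array per condition, ordered by their difference. The diamond lies to the left of the circle for 22 genes, to the right for Fen1 and Ercc4, and on it for Gnai3.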

We identified 14 core enrichment factors under DNA damage with negative regulation of catalytic activity, seven of which have negative regulation of transferase activity, four with damaged DNA binding, 10 with hydrolase activity acting on glycosyl bonds, and two with negative regulation of MAPK activity (Fig. 3*B*), suggesting that these biological processes are involved in the process of DNA damage–induced neural cell death. 

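The 8 mitochondrial mediators Ndufb2, Mrpl17, Mosc2, Snap91, Trim39, Nme1, Abce1 and Mtg1 lay at low signal on both arrays. In the surviving cells 4 were higher, 2 were lower and 2 were equal, with a median log2 difference of 0.13 at percentile 68.2 of random lists. Ndufb2, a subunit of respiratory complex I, had a log2 signal of 0.78 in the reference control and 1.69 in the survivors, a difference of 0.91, and differences of 0.00 and 0.53 at the 2 probe sets of its Table 1 accession. Mtg1, a GTPase of mitochondrial ribosome assembly, had 0.83 and 1.33. Mosc2 (now Mtarc2), a molybdenum enzyme, had 2.04 and 2.29. Snap91 had 1.32 and 0.63, a difference of -0.68. Mrpl17, a mitochondrial ribosomal protein, had 1.17 on both arrays and a difference of -0.14 at the probe set of its Table 1 accession. Nme1 and Abce1 had differences of both signs. Nme1 had a difference of 0.49 at its probe set of highest mean and -0.68 at that of its Table 1 accession, and Abce1 had -0.43 at the first of these. The list was chosen by the paper on these samples.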

Of 71 subcellular localization categories, eight mediators are mitochondrial proteins (Ndufb2, Mrpl17, Mosc2, Snap91, Trim39, Nme1, Abce1, and Mtg1), reinforcing the known role of mitochondria in response to DNA damage injury and cell death (Fig. 3*C*).

**Figure 3.**
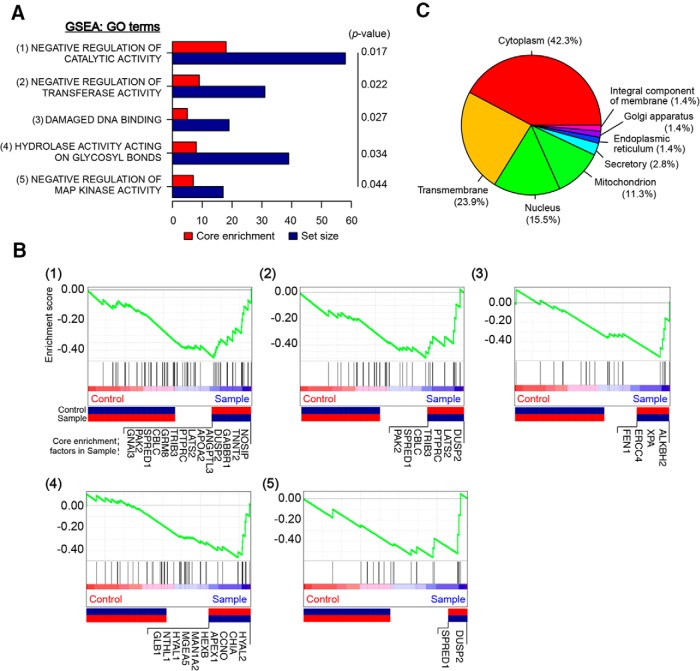
GSEA of identified genes required for neural cell death. The expression data are ranked in the order of differential expression. ***A***, Forty-seven core enrichment factors from the siRNA library screen for DNA damage–induced cell death genes classified by GSEA analysis. ***B***, Five individual plots (*p*-value <0.05) of the running sum for the gene sets in the ranked gene list. ***C***, Subcellular localization was categorized using the top 80 genes from the siRNA library screen. Genes with no annotations were excluded from the analysis.

### Canonical pathways in DNA damage–induced neural cell death

In response to DNA damage, a number of proteins called “DNA damage sensors,” such as protein kinases, are first activated and initiate the DNA damage signal networks, such as the activation of a variety of kinase substrates called “effectors,” leading to programmed cell death (Peng and Chen, 2003; Shiotani and Zou, 2009). To gain insights into the network and pathways of genes identified in this siRNA screen, we used Cytoscape v3.3.0 software with GeneMANIA (http://www.genemania.org) plugin (Shannon et al., 2003; Montojo et al., 2010). A search condition specifies criteria for choosing “predicted” and literature (evidence)-based “coexpressed” genes. Network integrated with GO term results was visually rearranged in Cytoscape (cellular components and molecular functions and pathways from GSEA and the Database for Annotation, Visualization, and Integrated Discovery). Screen results for 80 genes from the genome-wide siRNA library screen and 20 evidence-based predicted genes were mapped onto the network, and highly interconnected clusters containing factors identified from the screens were isolated, thus representing the programmed cell death clusters important for DNA damage–induced neural cell death (**Fig. 4**). From six identified protein kinase activity groups (EIF2AK2, Stk22a, Stk25, Ndufb2, Map3k12, Gucy2e; red colored) and eight mitochondrial proteins (colored green in **Fig. 4**), Eif2ak2 and Trim39 from each group are associated with five other predicted programmed cell death clusters (Ccr3, Dedd, Capn2, FASLG, and Rnf25; colored blue in **Fig. 4**). 

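Of the 6 genes that the paper groups by protein kinase activity, 3 were higher in the surviving cells, 1 was lower and 2 were equal, with a median log2 difference of 0.25 at percentile 77.6 of random lists. The group was drawn by the paper from Table 1, so its direction is not independent of these samples. Stk22a (now Tssk1), a kinase of the testis, had a log2 signal of 0.24 in the reference control and 1.16 in the survivors, a difference of 0.91. Map3k12, the dual leucine zipper kinase of neuronal stress signaling, had 0.83 and 1.33, a difference of 0.49, and equal values at the other probe set of its accession. Gucy2e, a guanylate cyclase of the retina, had 0.91 and 0.72, a difference of -0.19. Eif2ak2, the kinase PKR that phosphorylates eIF2α in response to double-stranded RNA, had 2.01 on both arrays and a difference of 0.29 at the other probe set of its accession, and Stk25 had 1.19 on both. The sixth gene, Ndufb2, is among the mitochondrial proteins.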

*RNF25*, a unique gene belonging to the programmed cell death cluster, was generated from the predicted/coexpression network (colored gray; **Fig. 4**). 

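Trim39, a ubiquitin ligase of the tripartite motif family, is read by 1 probe set, which had a log2 signal of 0.60 on both arrays and a value above that of 36.0% of all probe sets in the surviving cells. Rnf25, a ubiquitin ligase that the paper's network added to the screen's genes, is read by 2 probe sets. One of them had 0.49 in the reference control and 0.24 in the survivors, a difference of -0.25, and the other had 0.36 on both arrays. None of these probe sets came near a signal of 1000 on either array.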

Apart from four validated genes in Figure 2*B*, Ccr3 and Trim39 from screening and RNF25 from prediction are key factors identified for programmed cell death pathways.

**Figure 4.**
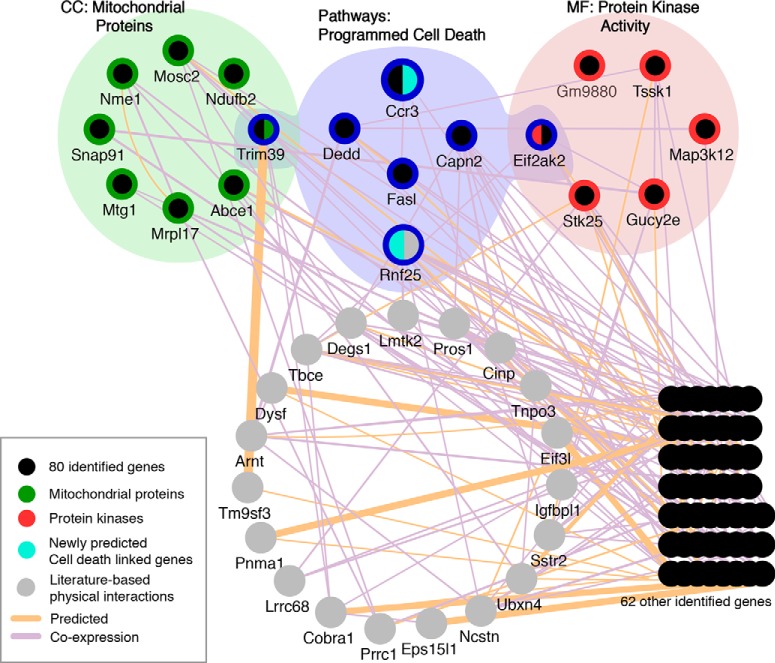
Network analysis of identified genes required for DNA damage–induced neural cell death. Screen results for 80 genes from siRNA library screen and 20 evidence-based predicted genes were mapped onto the network, and highly interconnected clusters containing factors identified from the siRNA library screens were isolated, representing the programmed cell death clusters important for DNA damage–induced neural cell death. A network was initially constructed by Cytoscape v3.3.0 software with GeneMANIA plugin using limited database search for predicted and literature (evidence)-based coexpressed genes. The network was then visually rearranged with combination of GO term results [cellular components (CC) molecular functions (MF), and pathways] from the Database for Annotation, Visualization, and Integrated Discovery and GSEA.

### CCR3 is a key mediator of neuronal cell death

Of the many genes identified, *CCR3* is interesting in that it has not been extensively studied in the nervous system. 

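CCR3, a chemokine receptor best known from eosinophils, is read by 1 probe set, which is that of the accession in Table 1. Its log2 signal was 0.38 in the reference control and 0.87 in the surviving cells, a difference of 0.49. Its signal in the survivors was above that of 60.8% of all probe sets, and 14.9% of the probe sets had a larger difference. At this signal level the differences take few values. The 20 most common sizes held 77.8% of all differences other than 0, and 1196 probe sets had the difference of Ccr3 within 0.001, whereas 600 had its opposite.

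Of 21 chemokine receptor genes, Ccr3 among them, 12 were higher in the survivors, 6 were lower and 3 were equal. Their median was 0.10, at percentile 68.7 of random lists. Ccr1, which shares ligands with Ccr3, had 0.33 and 1.02, Ccr9 had 0.90 and 1.58, and Ccrl2 had 1.07 and 0.14. Of 5 genes for ligands of CCR3, 2 were higher, 1 was lower and 2 were equal, with a median of 0.00 at percentile 43.7. Ccl11, the ligand eotaxin, had 1.08 and 1.57, Ccl28 had 0.82 and 1.83, and Ccl7 had 0.60 and 0.12. Differences ran from -0.91 to 0.81 over the 5 probe sets of Ccr9 and from -0.92 to 1.02 over the 3 of Ccl28, so their directions turned with the probe set.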

Because of its actions in inflammatory responses and allergic reactions (Willems and Ijzerman, 2010), however, small molecule inhibitors of *CCR3* that are relatively selective and specific have been identified, some of which are currently in clinical trials (Bando et al., 2005; Zhang et al., 2005). To test whether *CCR3* plays a role in neuronal injury, primary cortical cultures were generated from WT and CCR3 knockout (KO) mice. Cultures were exposed to 90 min of OGD in the presence or absence of the CCR3 inhibitor, SB328437 [*N*-(1-naphthalenylcarbonyl)-4-nitro-l-phenylalanine methyl ester; van der Meer et al., 2000], and cell viability was assessed 24 h later. WT cultures exhibited 69.56 ± 3.58% cell death that was markedly reduced by the CCR3 inhibitor at the concentrations of 100 nm (50.41 ± 2.05%) and 500 nm (46.49 ± 2.36%; Fig. 5*A*,*B*). Knockout of *CCR3* also reduced cell death by 37.56%; it was not further reduced by the CCR3 inhibitor, demonstrating the selectivity of the inhibitor (Fig. 5*A*,*B*).

**Figure 5.**
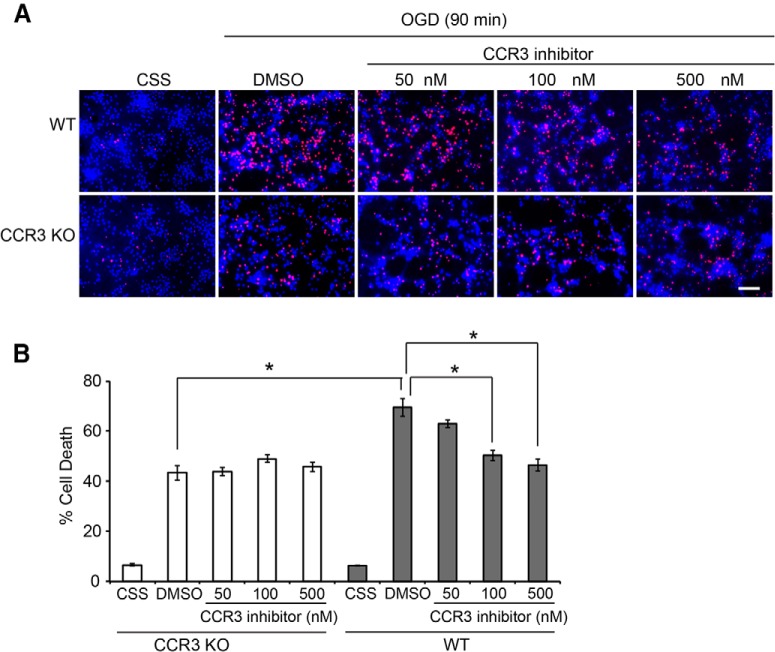
*CCR3* deletion or inhibition protects neurons against OGD-induced excitotoxicity. ***A***, Primary cultured cortical neurons were isolated from CCR3 KO and WT embryos at embryonic day 15. Neurons (14 days *in vitro*) were pretreated with or without CCR3 inhibitor SB328437 at the indicated dose before being subjected to OGD treatment for 90 min. Twenty-four hours after OGD, neurons were stained with Hoechst 33342 and propidium iodide (PI). Dead neurons were scored as red cells with condensed or fragmented nuclei. Scale bar =100 µm. ***B***, Quantification of cell death in different treatments. Experiments were performed at least three times. Data represent the mean ± SEM. * *p*<0.05, one-way ANOVA with Tukey–Kramer test.

### Deletion of *CCR3* protects against neuronal injury after stroke

To extend these studies *in vivo*, WT and CCR3 KO mice were subjected to MCAO. Over the 45-min occlusion, cortical perfusion blood flow monitored by laser-Doppler flowmetry was reduced equivalently in WT (4.88 ± 0.15% of baseline, mean ± SEM) and CCR3 KO (6.74 ± 0.10% of baseline, mean ± SEM) mice. The reduction was stable throughout the occlusion period and recovered to pre-ischemic levels immediately on removal of the filament (Fig. 6*A*). Despite the similar intensity of the insult, infarct volume was reduced in the cortex and striatum and overall in the infarcted hemisphere by 46.12, 19.56, and 43.43% in CCR3 KO mice compared with WT littermates (Fig. 6*B*,*A*). Moreover, the reduction in infarct volume was not skewed to a particular brain region, but was uniformly reduced in CCR3 KO brains (Fig. 6*D*). Neurobehavioral activity was assessed by spontaneous activity in the open-field assay 24 h after MCAO. Similar to the infarct data, CCR3 KO mice have improved neurobehavioral scores compared with WT mice (Fig. 6*E*). These results, taken together, demonstrate that *CCR3* is a mediator for neuronal cell death after ischemic insult.

**Figure 6.**
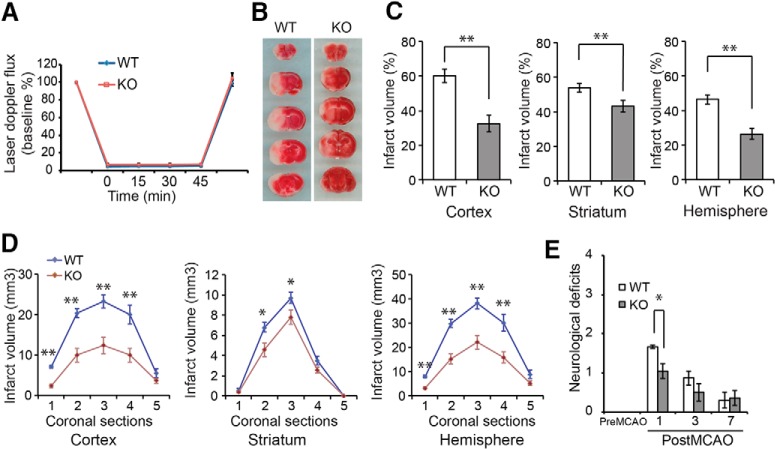
*CCR3* deficiency protects against neuronal injury after stroke. ***A***, Laser-Doppler flux measured over the lateral parietal cortex in the core of the ischemic region in CCR3 KO (n = 13) and WT (n = 9) mice. Values are means ± SEM, expressed as a percentage of pre-ischemic baseline values. ***B***, Representative images of 2,3,5-triphenyltetrazolium chloride (TTC) staining of brain slices from CCR3 KO mice and WT littermate controls subjected to 60 min of MCAO. ***C***, Quantification of infarct volumes in the cortex, hippocampus, and whole hemisphere after 60 min of MCAO in CCR3 KO mice and WT mice. Data are expressed as a percentage of the entire ischemic hemisphere and are the means ± SEM. *p < 0.05 from WT by Student’s *t* test. ***D***, Quantification of infarct volumes among the five coronal levels (level 1 is most anterior) after 60 min of MCAO in CCR3 KO and WT mice. Data represent the mean ± SEM. *p < 0.05 and **p < 0.01 from WT by ANOVA with Tukey–Kramer post hoc test. ***E***, Spontaneous neurobehavioral activity after MCAO was assessed on a scale of 0–4 (0, no neurological deficit; 4, severe neurological deficit) by the criteria described in Methods. Data represent the mean ± SEM, *p < 0.05 from WT by one-way ANOVA with Tukey–Kramer post hoc test.

## Discussion

Neuronal cell death after injury or disease significantly impacts quality of life. Although some neuronal cell death pathways have been uncovered, because of the complexity of the brain it is not inconceivable that there remain additional cell death signaling networks to be discovered. DNA damage is an important contributor to the activation and propagation of neural cell death signaling events. DNA damage is a prominent feature in a number of acute and chronic neurological diseases including stroke, Alzheimer’s disease, Parkinson’s disease, and amyotrophic lateral sclerosis. In the present study, we identified 80 genes that participate in DNA damage–induced cell death by genome-wide screening using an siRNA library. Bioinformatic analysis suggests that these 80 genes are connected to several partially overlapping and interconnected pathways and protein complexes, including negative regulation of catalytic activity, negative regulation of transferase activity, damaged DNA binding, hydrolase activity acting on glycosyl bonds, and negative regulation of MAPK activity. The results provide new insight into neural cell death signaling pathways. Indeed, many of the genes and pathways identified in this screen have not been previously linked to DNA damage–induced cell death, suggesting that the networks that govern neuronal cell death encompass a broad range of cellular functions. The identification of uncharacterized novel genes in this functional screen will provide valuable cues for investigating their individual functions. Six genes encoding protein kinase activity were identified in this screen, consistent with the noted role of protein kinases as fast transducers for triggering the activation of their substrates and initiating cell death pathways (Peng and Chen, 2003; Shiotani and Zou, 2009). In this screen, eight mitochondrial mediators (Ndufb2, Mrpl17, Mosc2, Snap91, Trim39, Nme1, Abce1, and Mtg1) were identified that contribute to cell death, suggesting that both intrinsic and extrinsic mitochondria-mediated cell death signaling pathways play pivotal roles as well. This is consistent with the concept that mitochondria actively participate in neuronal cell death and are important contributors to the pathogenesis of prominent neurodegenerative diseases and psychiatric disorders (Mattson et al., 2008).

CCR3 is a member of the seven transmembrane G protein-coupled receptors that bind C-C type chemokines. CCR3 is activated by a large number of chemokine ligands with varied selectivity and potency, including CCL5, CCL7, CCL11, CCL13, CCL15, CCL24, CCL26, and CCL28 (Daugherty et al., 1996; Struyf et al., 2001; Willems and Ijzerman, 2010; White et al., 2013; Pease and Horuk, 2014). In the periphery, CCR3 plays significant pathogenic roles in the development of inflammation, allergic reactions, and lung fibrosis (Huaux et al., 2005). In the brain, CCR3 has also been identified in microglia, astrocytes, and neurons (van der Meer et al., 2000; Van Der Meer et al., 2001). Expression of CCR3 is elevated in the setting of human immunodeficiency virus infection (van der Meer et al., 2000; Van Der Meer et al., 2001), and elevated expression of CCR3 is observed in reactive microglia and astrocytes around the amyloid deposits in Alzheimer’s disease (Xia et al., 1998). After MCAO in mice, the expression of CCR3 is induced in neurons around the peri-infarct areas (Tokami et al., 2013). In this study, we found that CCR3 plays a crucial role in neuronal injury. CCR3 deletion or inhibition protects neurons from OGD-induced cytotoxicity in primary cortical cultures. How CCR3 is activated in cortical cultures is not known and requires further study. It may promote activation of a cell death cascade through its activation of the MAPK signaling pathway or phospholipase Cγ signaling (White et al., 2013). CCR3 KO mice also displayed significant reduction of infarct volume in the brain after MCAO. These data are consistent with our findings in cortical cultures for a neuronal role of CCR3. However, *in vivo* after MCAO, CCR3 will also be directly activated by elevated chemokines because of the inflammatory response (Perez-Alvarez and Wandosell, 2016). Indeed, the CCR3 ligand, CCL5, is rapidly induced in the brain after MCAO and thus would be able to activate CCR3 (Tokami et al., 2013). Interestingly, knockout of CCL5 has been shown to provide protection against MCAO in mice, although the mechanism under study was the regulation of microvascular dysfunction (Terao et al., 2008). It is possible that local production of CCL5 could also be the mechanism of activation of CCR3 in cortical cultures, which comprise both neurons and glia. Although there is strong evidence for inflammatory mediators expressed and acting within the CNS, in CCR3 KO mice we cannot exclude the possibility that protection is also afforded by inhibition of peripheral inflammatory responses. Taken together, our findings imply a role for CCR3 in neuronal cell death and cell death after ischemic injury in murine models. These initial findings support the need for additional investigations into the actions of CCR3 in neuronal demise to determine whether inhibiting CCR3 could provide a new avenue for the future treatment of ischemia injury or neurodegenerative disease.

In summary, siRNA library screening is a powerful and efficient method to globally identify signaling pathways relevant to neural cell death. Identification of the network of neural cell death mediators will greatly enhance our understanding of the molecular mechanisms of neural cell death and in the future may provide new therapeutic targets for injury to or diseases of the nervous system.

How the deposited data were processed for this re-analysis (not part of the article)

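Inserts of a lentiviral siRNA library were recovered from ANSO4E mouse neural stem cells before and after selection with MNNG and hybridized to 2 Affymetrix GeneChip mouse genome arrays, 1 for the reference control and 1 for the surviving cells. Conditions were taken from the sample labels and the paper. The library holds 150000 siRNAs against 39000 mRNAs, with at least 4 for each.

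The authors deposited log2 signals per probe set. The submitters' processing notes name RMA, and its software and version are not given in the sources used here. The values were not recentered per gene. They run over the range that log2 values of a scanner can take, and natural or decimal logarithms of this size would exceed the range of the scanner. The distributions of the arrays were not equal as deposited, with 99th percentiles of 4.11 in the reference control and 2.68 in the survivors. The paper's methods name the library supplier's program and R, and its results name quantile normalization and ANOVA of the array data. Signals of single probes were not used here.

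Computed here from the deposited log2 values were the difference between the arrays (survivors minus reference control) for each of 45037 probe sets after 64 Affymetrix control probe sets were left out, the number past the paper's thresholds (signal above 1000, log2 ratio above 2.5), its mirror image, and medians and tallies of gene lists. Gene names came from the annotation of the array. Symbols were updated through the gene ID for 34741 of the 34945 probe sets with 1 symbol, from the mouse assembly GRCm38.p6, which was used for names only. Probe sets with several symbols named no gene. A gene was taken at its probe set of highest mean log2 signal, and a Table 1 gene at the probe set of its GenBank accession, or through its symbol where the accession was not in the annotation. A list's median was placed among 10000 random lists of the same size, drawn within 20 bins of mean log2 signal. The interval on the median of Table 1 came from 2000 bootstrap resamples of genes. Of 25 gene lists placed in this way, 2 lay outside the central 95% of random lists, where chance gives 1.25. The accessions of Table 1, which the authors chose on these samples, were placed in the same way (percentile 99.3) and are not counted among the 25. The 25 do include the mitochondrial mediators (percentile 68.2) and the protein kinase group (77.6), which the paper drew from Table 1. Some of the other lists also hold genes of Table 1, such as Ccr3, Capn2, Fasl, Dedd, Map3k12 and Orc4.

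Genes were named by a rule set before the data were examined: every gene the paper names from the screen, the 10 largest increases past the thresholds outside Table 1 and the 10 largest decreases with a control signal above 1000 (1 of each was found, besides unnamed probe sets), and up to 4 members of each list with the largest difference. The values in Table 1 had been seen by then. The lists covered mismatch repair, alkylation reversal and base excision repair, nucleotide excision repair, poly(ADP-ribose) metabolism, p53 and checkpoints, apoptosis, death receptors, stress-activated MAP kinases, calpains, chemokine receptors and CCR3 ligands, ribosomal proteins, the proteasome, DNA replication, abundant transcripts, markers of 6 groups of cell types, and olfactory and vomeronasal receptors. Lists read from Fig. 2, Fig. 3B and Fig. 4 got values and tallies only.

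With 1 array per condition analysed here no test between conditions was possible, and the number of arrays limits the precision. The alternatives, set at the same time, were median centering, quantile normalization, loess with a fraction of 0.3, centering on the hybridization controls, a floor at the 25th percentile, ratio thresholds of 2 and 3, signal thresholds of 500 and 2000, leaving out probe sets whose names end in _x_at or _s_at, and other choices of the probe set per gene. Without replicate arrays, a single gene's value was counted as moved when it changed by more than 0.45, the scaled median absolute deviation of all log2 differences. A list's median was counted as moved when it left its bootstrap interval. The steps were tested on simulated data with 200 of 45037 probe sets changed, for the comparison of survivors with the reference control. Of those, 100% were recovered at a log2 change of 3.5 and 100% at 5, with 0 unchanged probe sets called. Of the simulated lists, 0 of 40 unchanged ones lay outside the central 95% and 40 of 40 shifted ones were found. Both changes exceed the paper's ratio threshold, so the recovery checks only that the steps ran. It does not show how many changes would be found on the real arrays. The list counts hold for the simulated shift only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. No genome coordinates are given, because no build is named for the array annotation. The experiments with oxygen-glucose deprivation and stroke were not analysed here.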

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

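The tests of scaling given here were chosen only after the results were seen. Ptpn2, a tyrosine phosphatase that the paper does not discuss, was higher in the surviving cells by 2.75 on the log2 scale, past both of the paper's thresholds. A probe set with no gene name was higher by 2.90, also past both thresholds and not in Table 1. The 18 hybridization controls, which the paper does not report on, were all higher on the MNNG array, with a median difference of 2.77 and a range from 0.08 to 3.86. They are repeat readings of bioB, bioC, bioD and cre, so they are not independent of each other.

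A candidate explanation for the 4 probe sets past the thresholds is the scaling of the arrays, which was tested against a line through the 18 hybridization controls (slope 0.402, intercept 8.17, residual SD 0.0696). Ptpn2 and the unnamed probe set lie within the range of those controls on the reference control array, 7.31 to 13.51, and the higher of their residuals was -0.60, so neither lay above what the controls show at that level. Neither lay on the line, with residuals of -8.69 (Ptpn2) and -8.66 (unnamed) in units of the residual SD. H2az1, which fell, also lay below the line (residual -12.83), so a place below it does not by itself point to scaling. Tspyl3 and E2f5 lie below that range, where the extended line left residuals of 0.43 and -0.22, and because no control lies at their level, scaling and a gain of inserts cannot be told apart for them. The size of their differences depended on the scaling. Tspyl3 had 5.73 after quantile normalization, 10.60 after loess and 1.96 after centering on the controls. E2f5 had 4.88, 9.68 and 1.25 in the same order. A gain of these inserts through survival of MNNG stays open for all 4 and was not tested, and neither was a smaller amount of labeled product on the MNNG array.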

How the results depend on the processing

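No alternative in this part was chosen after the result was seen. Most probe sets lie near the floor of both arrays, which limits what differences below about 0.45 can show. Under loess, 18 probe sets and 14 genes were past the thresholds, 1 probe set was past them in the opposite direction, and 1 control and 18 MNNG probe sets exceeded a signal of 1000. Centering on the hybridization controls left 0 probe sets, 0 genes and 0 Table 1 accessions past them and 26 probe sets in the opposite direction, with 27 control and 1 MNNG probe sets above 1000. It subtracts 2.77 from every difference, which brought the median of Table 1 to -2.51, Ccr3 to -2.27, Ptpn2 to -0.015 and the fibroblast and endothelial markers to -2.28. Quantile normalization gave 4 probe sets in the opposite direction and 5 control probe sets above 1000. A ratio above 3 left 2 probe sets, a signal above 500 gave 11 probe sets, 8 genes and 16 in the opposite direction, and a signal above 2000 left 1 of each and 1 accession of Table 1. Without probe sets ending in _x_at and _s_at, 1 accession of Table 1 passed. With the median over a gene's probe sets, 0 genes and 0 accessions passed, Ptpn2 had -0.54, and 1 gene list lay outside the central 95%. With the probe set of lowest mean, 0 genes and 0 accessions passed, E2f5 had -0.43 and Ptpn2 -0.39. Apart from the subtraction and the thresholds themselves, the cause was not tested. Under the other alternatives these counts stayed within 1.5 times their value. Without the centering on hybridization controls, the median of Table 1 ran from 0.00 to 0.43 and Ccr3 from 0.42 to 0.49. For single genes and lists, 2269 values over 253 results were computed, of which 1665 moved by less than 0.45 (genes) or stayed within their bootstrap interval (lists), 599 moved further, 250 of them under the centering, and the 5 given above are genes past the thresholds or lists outside the central 95% that changed sign. Counting every gene and list, 112 values changed sign under the alternatives other than the centering. Moves and sign changes under the centering follow from its constant, taken from controls that all lie above a log2 signal of 7.3, and say nothing about the stability of single genes or lists. Median centering left all 253 results the same, which was fixed in advance because the median difference was 0. Genes with 1 probe set could not move under the choices of probe set. No paired analysis was possible because 1 array per condition was analysed.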

Differences from the paper's values

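No test in this part was chosen after the result was seen. The paper's methods describe signals as levels of each siRNA species, whereas the deposited values summarize the probes of a set. The measures may differ, so the comparisons in this part do not test the paper's selection. The paper selected 80 genes at a signal above 1000 and a log2 ratio above 2.5. At the same thresholds the deposited arrays gave 3 genes. Over the alternatives set before the data were examined the count ran from 0 to 14, and under none of them did it come within 1.5 times the paper's. Log2 ratios were compared for 73 of the 76 accessions of Table 1, under the names that Table 1 uses, and all 73 differed from the deposited log2 differences, in sign or by more than 0.45, the scaled median absolute deviation of all differences. Under quantile normalization the accession listed as ZNF706, whose probe set the annotation pairs with several genes, had 5.29 beside the paper's 5.33, and the other 72 still differed. Under each of the other alternatives every accession that could be measured differed. The series do not differ by a change of log base, unit or direction alone, since the Spearman correlation across accessions had a 95% interval from -0.39 to 0.07.

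Values under cell death follow, the paper's first. Dedd had a ratio of 3.39 in the paper and 0.00 here, with 11.35 and 0.00 for Eif2ak2, 3.48 and 0.68 for Fasl and 3.23 and 0.00 for Trim39. CCR3 had a ratio of 2.54 in the paper and 0.49 here, with 4.19 and -0.68 for NME1, 10.93 and 0.00 for GAS6 and 3.61 and -0.71 for the accession listed as VAMP3. NCOA1 had a ratio of 2.98 in the paper and 0.00 here, with 5.13 and 0.25 for IFI202B, 2.51 and -0.49 for STAT3 and 2.85 and 0.23 for ABCE1. CAPN2 had a ratio of 3.1 in the paper and 0.92 here, with 9.92 and 0.49 for Map3k12.

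Values under signal transduction follow, the paper's first. Sgsm1 had a ratio of 8.84 in the paper and -0.32 here, with 7.81 and 0.33 for Grm7, 3.98 and 1.70 for V1ra5 and 2.68 and 0.92 for Tbc1d8b. Fgf23 had a ratio of 3.39 in the paper and 1.71 here.

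Values under regulation of transcription follow, the paper's first. Pcgf6 had a ratio of 4.04 in the paper and 0.49 here, with 3.76 and -0.14 for Bnc1, 3.74 and -0.14 for Zbtb46 and 2.54 and 0.78 for Med30. E2f5 had a ratio of 3.39 in the paper and 4.02 here, with 3.25 and 0.25 for Myt1, 3.15 and -0.23 for 1300003B13Rik and 11.3 and -0.68 for Snap91. Ccnl1 had a ratio of 11.2 in the paper and 0.00 here.

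Values under protein kinase activity follow, the paper's first. Stk25 had a ratio of 10.55 in the paper and 0.00 here, with 3.26 and -0.19 for Gucy2e, 2.65 and 0.25 for the accession listed as Tcp10c and 10.94 and 0.91 for Stk22a.

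Values under oxidoreductase activity follow, the paper's first. Mosc2 had a ratio of 8.91 in the paper and 0.25 here, with 4.08 and 0.52 for Cyp2c65.

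Values under hydrolase activity follow, the paper's first. Fbp2 had a ratio of 10.8 in the paper and 0.00 here, with 8.58 and 0.43 for Pgam5, 6.12 and 0.43 for Orc4l and 3.32 and 0.48 for Mtm1.

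Values under ubiquitin-protein ligase activity follow, the paper's first. March1 had a ratio of 12.26 in the paper and 0.25 here.

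Values under transporter follow, the paper's first. Ubl7 had a ratio of 7.1 in the paper and 0.48 here, with 2.6 and 0.68 for Sec15l1, 6.17 and 0.00 for Clic5 and 3.64 and 0.43 for Slc8a1. Clcc1 had a ratio of 3.08 in the paper and 0.18 here.

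Values under protein complex follow, the paper's first. Mrpl17 had a ratio of 13.66 in the paper and -0.14 here, with 7.53 and 1.92 for Sfrs8 and 4.8 and 0.18 for Clptm1.

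Values under metabolism follow, the paper's first. Ndufb2 had a ratio of 10.32 in the paper and 0.00 here, with 4.71 and 0.29 for Spopl.

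Values under unknown follow, the paper's first. Tollip had a ratio of 7.1 in the paper and -0.19 here, with 3.22 and 1.48 for Zmynd19, 5.33 and 4.17 for the accession listed as ZNF706 and 3.73 and 0.00 for Clec14a. Dexi had a ratio of 9.9 in the paper and 0.00 here, with 7.22 and 1.41 for Rg9mtd2, 4.82 and 0.92 for 4833422M21RIK and 6.99 and 0.48 for 4930455J16RIk. AFTPH had a ratio of 6.78 in the paper and -0.14 here, with 5.36 and -0.43 for ANKRD13C, 9.65 and 3.84 for C2ORF77 and 4.73 and 0.78 for D14Abb1e. COMMD8 had a ratio of 2.58 in the paper and 0.92 here, with 3.38 and 0.52 for DLX1AS, 6.5 and 0.23 for FAM19A1 and 10.54 and -0.62 for MSL1. MTG1 had a ratio of 7.58 in the paper and 0.49 here, with 7.58 and -0.19 for Nalp9b, 2.7 and 0.00 for Surf6 and 8.92 and 0.70 for TMEM203. TSPYL3 had a ratio of 2.92 in the paper and 4.73 here, with 3.62 and -0.52 for Tssc1, 7.66 and 1.70 for Pax6os1 and 5.11 and 0.43 for Ttc21b.

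The paper's signals in Table 1 had a median of 4386 in the survivors and 98 in the reference control, where the deposited values on a linear scale had medians of 2.09 and 1.71. Of 8 accessions with a control signal above 1000 in Table 1, 7 were measured, of which 0 exceeded it as deposited, and the highest had a log2 signal of 1.41. 

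Fig. 3B places the core enrichment factors at the survivors' end of the ranked genes. On the deposited arrays 22 of 25 were lower in the survivors, and under the other choices of probe set 20, 18 and 14 of 25 were lower. Fen1 and Ercc4 were higher, as placed there.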

Other observations

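The tests of explanations in this part, and the choice of the genes of largest difference at any signal level, were made only after the results were seen. Of 16 genes of alkylation reversal and base excision repair, 8 were higher in the surviving cells and 6 lower, with a median log2 difference of 0.05 at percentile 67.6 of random lists. Ogg1, a glycosylase for oxidized guanine, had a log2 signal of 0.43 in the reference control and 1.73 in the survivors, and Aptx, which repairs abortive ligation ends, had 0.57 and 1.69. Of 16 measured genes of those in Fig. 2, 8 were higher, 2 lower and 6 equal. Eif4e2, a cap-binding protein that is not in Table 1, had 5.49 and 1.07 at its probe set of highest mean, and its 5 probe sets had differences from -4.43 to 0.79. Of 20 genes that the network of Fig. 4 added, 6 were higher, 9 lower and 5 equal, with Pnma1 at 0.61 and 1.91 and the somatostatin receptor Sstr2 at 1.26 and 0.14.

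Signals of marker genes of cell types are taken as the abundance of inserts against them and not as the presence of a cell type. Neural stem cell markers (21 genes) had 11 higher and 10 lower, with a median of 0.18 at percentile 81.8, and Olig2 had 3.51 and 1.19. Neuron markers (11 genes) had 4 higher and 5 lower, with a median of 0.00 at percentile 49.1. Astrocyte markers (7 genes) had 2 higher and 4 lower, with a median of -0.19 at percentile 28.8, and Gja1, a gap junction protein, had 9.44 and 0.83, with 6 probe sets from -8.61 to 0.00. Oligodendrocyte markers (7 genes) had 4 higher and 3 lower, with a median of 0.18 at percentile 70.0, and Mbp, myelin basic protein, had 7.34 and 0.74, with 8 probe sets from -6.60 to 0.48. Microglia and leukocyte markers (10 genes) had 4 higher and 5 lower, with a median of -0.11 at percentile 29.4, and Csf1r had 6.35 and 0.61, with 3 probe sets from -5.74 to -0.19, while C1qb had 6.98 and 1.63, with 3 probe sets from -5.34 to 0.29. Fibroblast and endothelial markers (8 genes) had 7 higher and 0 lower, with a median of 0.48 at percentile 97.8, but the list lay inside the central 95% of random lists with the median over a gene's probe sets (percentile 96.5), the probe set of highest MNNG value (94.0) or that of lowest mean (96.7). Olfactory receptors (39 genes) had 11 higher and 23 lower, with a median of -0.19 at percentile 0.79. Vomeronasal receptors (32 genes) had 11 higher and 16 lower, 2 of them by more than 2.5, with a median of -0.07 at percentile 7.37. This list lay at percentile 1.06 with the probe set of highest MNNG value. Its median was 0.00 at percentile 40.1 with the probe set of lowest mean, and 0.00 at percentile 32.1 with the floor. These directions are on the scale as deposited. At any signal level, with each gene at its probe set of highest mean, the largest rise outside Table 1 was that of Gm29722, from 3.67 to 9.41, and the largest fall after H2az1 was that of Tubb4b, a tubulin, from 9.79 to 0.17, with 6 probe sets from -9.62 to 1.02, while Klk1, a kallikrein, reached -9.78 at another of its probe sets.

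The ratios of Table 1 were not found in the deposited values. The paper's methods describe signals for each siRNA species, whereas the deposited values are per probe set. The effect of that change of measure was not tested. Scaling between the arrays is not the whole cause, since at most 3 Table 1 accessions passed the thresholds under any scaling. An exchange of the arrays as the whole cause is argued against by 0 of 73 accessions that were lower in the survivors by over 2.5, with 4 higher by as much, but 22 of the 25 core factors of Fig. 3B were lower in the survivors, the way an exchange would turn them, and an exchange together with another cause was not tested. A candidate explanation is that an insert binds few of a probe set's probes and is damped by the summary over them, and it stays open and untested, since signals of single probes were not used here. The 69 accessions without the large rises lay at percentile 99.1 of matched random lists, which decides nothing because the list was chosen on these samples, and the paper's values had Spearman correlations of -0.17 (ratios) and 0.04 (MNNG signals) with the deposited ones.

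Most bright probe sets of the reference control lay near the floor in the survivors. Weaker hybridization of the whole MNNG array is argued against by the hybridization controls, of which 18 of 18 were higher on it. These controls are repeat readings of a few added sequences. Among the 301 bright probe sets, 10.6% ranked among as many of the brightest in the survivors, and their median percentile there was 64.1. These ranks, like the 89.4% that lay below a log2 signal of 3, restate the pattern and decide nothing. Quantile normalization gives both arrays the same distribution, which removes any scaling that keeps the order of signals. After it, 130 probe sets still fell by more than 2.5 from a log2 signal above 5, which argues against scaling as the whole cause. The excess of losses over rises does depend on scaling, since 102 rose by as much to above 5 after this normalization. A smaller amount of labeled product was tested only by the ranks, so it stays open. Higher hybridization controls beside fewer bright probe sets on the MNNG array are what a smaller amount would also give. Loss of library members through selection by MNNG, the small number of surviving cells or PCR also stays open, and these cannot be told apart with 1 array per condition. Bright signals were more frequent among probe sets ending in _x_at (6.47% above 4 in the reference control) than among those ending in _at alone (0.474%).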
